A study of Homo sapiens with 12 samples.

How the data were processed

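ATAC-seq libraries were prepared from G401 cells with a commercial kit, per the labels' protocols, after 24 h of doxycycline together with DMSO or dBRD9-A. Each of the 12 libraries had 1 peak list, made from the fragments that the labels call nucleosome free. The file names mark the lists as MACS2 output that was filtered. Peaks were called per library and not on pooled replicates, as each list had its own peaks. The aligner, the genome build, the version and settings of the peak caller, read counts and the nature of the filter are not stated in the labels or the lists. Gaps in the peak numbering showed that the filter had removed between 196 and 427 peaks per list, at most 0.866% of a list. All peaks lay on chromosomes 1 to 22, X and Y.

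The deposited lists give for each peak the position, an integer score, the fold enrichment of the summit pileup over the background (a ratio, computed by the authors' peak caller), and the −log10 of the p and of the q value, as the authors' peak caller wrote them; the score is the authors' own and was not used in a test. The lowest −log10 q was 1.30, which matches a q threshold of 0.05. The fold of a peak is the authors' value and was used to rank or describe peaks within a list. The genome build was taken as GRCh37 because peaks on chromosome 1 ended as far as position 249240575, past the end of that chromosome in GRCh38. Coordinates are given 1-based in that build. The gene table in use is of GRCh38.p14, so no gene or promoter was assigned to a region from its coordinates; shares of peaks at promoters, shares with AP-1, CTCF or TEAD motifs, and peaks at a fixed list of genes were planned and were not run.

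The summit pileup and the background of each peak were recovered from the fold and the −log10 p. With a pseudocount of 1, the fold equals the pileup plus 1 divided by the background plus 1, and the p is the upper tail of a Poisson distribution with the background as its mean. Solving both gave a whole number of fragments for 100% of the peaks, within a tolerance of 0.001. The lowest background in a list was taken as the genome-wide background pileup of that library. It is proportional to the number of fragments times their length, and served as a measure of depth in the absence of read totals. Between 6.93% and 28.0% of the peaks of a list lay within 1% of this lowest value. A library of low depth misses weak peaks, so presence in a list was less certain for weak than for strong regions, and absence from a list is not evidence of closed chromatin.

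Pairs of lists were compared by the Jaccard index over bases. For comparisons across groups, the peaks of all lists were merged where they overlapped by at least 1 bp, and a library was counted as present in a region when it had a peak there. Regions were called gained or lost when present in 3 of 3 libraries of one group and 0 of 3 of the other. Per-library measures were tested with two-sided exact permutation tests: the difference of group means averaged over the levels of the other factor, with labels permuted within those levels (400 arrangements, smallest p 0.005). The 4 measures per library with 3 contrasts each and 2 Jaccard contrasts made a family of 14, adjusted by Benjamini-Hochberg. Comparisons of 3 with 3 libraries cannot give a p below 0.1. Each region present in 2 to 10 libraries was tested with the same stratified permutation of its presence, with Benjamini-Hochberg adjustment over the 88398 regions and a threshold of 0.05. For the retention of gained regions, calls were made with 1 SMARCB1 DMSO library left out together with the GFP DMSO library of the same number, and the share found in the library left out was set against the share found in each SMARCB1 dBRD9-A library; the p came from all 20 arrangements of the 6 SMARCB1 libraries.

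The regions named were fixed by a rule before the data were examined. They were the 5 regions of highest mean within-list fold percentile among those present in 6 of 6 libraries of one induction and 0 of 6 of the other, in each direction, and the 3 highest among those gained and lost with dBRD9-A in each induction. The main tests and most alternatives were also fixed then: a −log10 q of at least 5, lists of equal length, presence by 50% cover, regions built from windows of 100 bp to each side of the summits, a rule of at least 2 of 3 against 0 of 3, Fisher's exact test, a log2 scale for peak numbers, a Jaccard index over regions, replicate blocks, and each library left out in turn. A further 3 alternatives were added after the data had been seen. In the first, each summit pileup was thinned binomially to the depth of the shallowest library, whose background pileup was 0.0383, and peaks were kept at one −log10 p threshold of 4.02. In the second, the measure of depth for thinning was the geometric mean summit pileup over the regions present in all 12 lists. In the third, the threshold was used without thinning. Thinning can only remove peaks from the deposited lists and was done once, with a fixed seed.

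The steps were tested on simulated data. With 20000 of 187088 simulated regions changed between the SMARCB1 and GFP labels, 77.8% were called, with 11 wrong calls and 0 in the wrong direction. That simulation gave all libraries the same depth and made gains and losses equally likely. The real lists differed in both, so wrong calls caused by lists of unequal length or depth were not tested by it. With 200 simulated regions changed between the dBRD9-A and DMSO labels, 77.5% reached the smallest p but 0 were called after adjustment. Both shares follow largely from the presence set for changed regions. Simulated pileups were recovered in 100% of 19729 peaks. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3; figures were drawn with matplotlib 3.10.9.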

Results

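Chromatin accessibility was profiled by ATAC-seq, in which a transposase inserts sequencing adapters into accessible DNA, in G401 cells. G401 is an established rhabdoid tumour cell line whose genotype is given as homozygous loss of SMARCB1, a subunit of the SWI/SNF chromatin remodelling complexes. Cells received doxycycline for 24 h to induce either GFP, as the control, or SMARCB1. During induction they were exposed to the vehicle DMSO or to dBRD9-A, a compound that degrades BRD9, a subunit of one form of SWI/SNF. The 2 inductions and 2 treatments made 4 groups of 3 libraries, 12 in all. The design addresses how accessible chromatin differs after SMARCB1 induction, how it differs after BRD9 degradation, and whether the second depends on the first. The data were lists of peaks called separately in each library from nucleosome-free fragments.

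The lists held between 33428 and 96572 peaks. Read totals were not analysed here, so depth was read from the lists themselves: the lowest background pileup of a list, the number of fragments expected over a position by chance, rises with the number of fragments sequenced. It ranged from 0.0383 in GFP dBRD9-A replicate 2 to 0.111 in SMARCB1 dBRD9-A replicate 3. The mean was 0.0517 ± 0.0171 (SD, n = 6) in GFP libraries and 0.0827 ± 0.0217 (SD, n = 6) in SMARCB1 libraries. This difference of 0.0310 had a p of 0.030 in a two-sided exact permutation test stratified by treatment, and 0.084 after Benjamini-Hochberg adjustment over the 14 tests of the family. By a second measure, the geometric mean summit pileup over the regions found in all 12 lists, which also depends on the share of fragments at those regions, GFP libraries had 16.7 ± 4.71 and SMARCB1 libraries 17.6 ± 2.76 fragments (SD, n = 6 each; exact permutation p 0.695). Values from lists thinned to an equal background pileup, called equal depth here, and to an equal pileup at shared regions are given beside the peak numbers. The background pileup of dBRD9-A libraries was higher than that of DMSO libraries by 0.00260, with an exact permutation p of 0.81.

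The first comparison concerned the number of peaks after SMARCB1 induction. The GFP groups had 38192 ± 4783 peaks in DMSO and 39602 ± 9130 in dBRD9-A (SD, n = 3 each). The SMARCB1 groups had 84277 ± 6840 peaks in DMSO and 85328 ± 12950 in dBRD9-A (SD, n = 3 each). The ratio of the means was 2.21 in DMSO and 2.15 in dBRD9-A. Averaged over the treatments, SMARCB1 libraries had 45906 more peaks (two-sided stratified exact permutation p 0.005, the smallest the design allows; adjusted p 0.0175). All 6 SMARCB1 libraries, with 71169 peaks or more, exceeded all 6 GFP libraries, with 50089 or fewer. Within either treatment alone, the comparison of 3 with 3 libraries gave an exact permutation p of 0.1, the smallest it can give. The alternative that moved this difference most was the restriction to peaks with a −log10 q of at least 5, which left 24560 more peaks in SMARCB1 libraries.

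With the summit pileups of every list thinned to the lowest background pileup of any library, GFP libraries had 35698 ± 2234 peaks and SMARCB1 libraries 61644 ± 4848 (SD, n = 6 each). The difference was then 25946 peaks, 56.5% of that in the deposited lists (exact permutation p 0.005). Read totals were not matched directly. Thinned to an equal pileup at shared regions instead, GFP libraries had 36084 ± 2961 and SMARCB1 libraries 75559 ± 4779 peaks (SD, n = 6 each), a difference of 39475 peaks or 86.0% of the deposited one (exact permutation p 0.005). The bases covered by peaks summed to 6.17 ± 1.12 Mb in GFP libraries and 13.8 ± 1.69 Mb in SMARCB1 libraries (SD, n = 6 each), a difference of 7.64 Mb with the same exact permutation p of 0.005 and adjusted p of 0.0175. Peaks were also wider: the median width was 116 ± 2.16 bp in GFP and 126 ± 2.99 bp in SMARCB1 libraries (SD, n = 6 each), a difference of 10.2 bp (exact permutation p 0.005, adjusted p 0.0175). Neither covered bases nor width was compared at equal depth, and thinning does not reshape peaks. The shallowest SMARCB1 library, dBRD9-A replicate 2, had the lowest SMARCB1 median width, 120 bp, and the highest GFP median was 119 bp. Depth may therefore account for part of the difference in width.

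**Figure D1:**
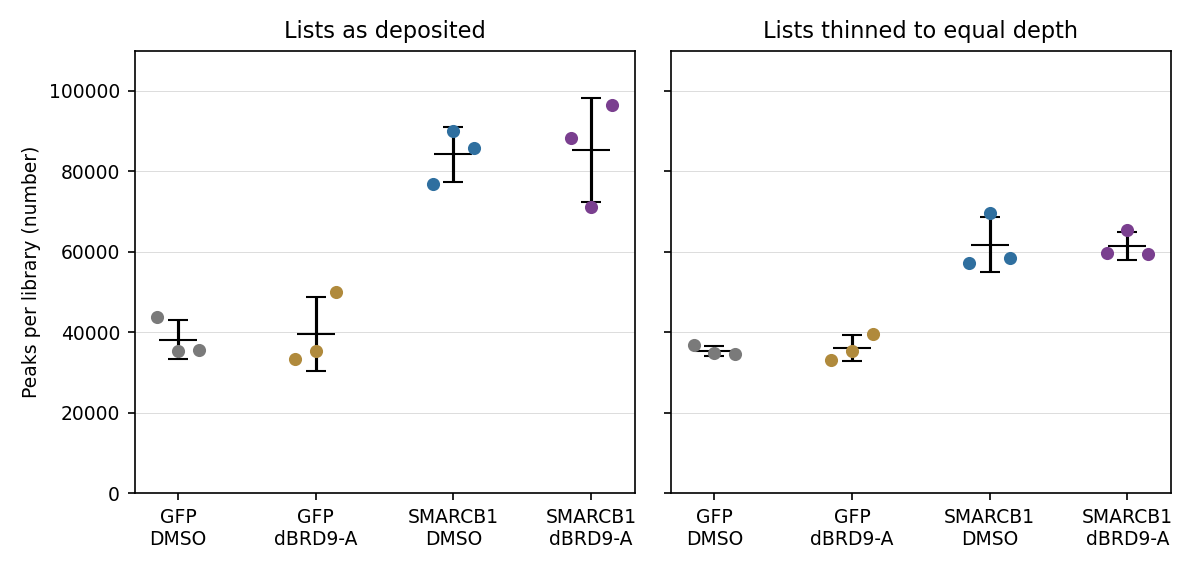
Peaks per library (vertical axis, number of peaks, from 0) for the 4 groups, in the deposited lists (left) and in lists thinned to an equal background pileup (right); each point is 1 library, and bars give the mean ± SD of 3 libraries. In the deposited lists the 6 SMARCB1 libraries had 71169 peaks or more and the 6 GFP libraries 50089 or fewer; after thinning the limits were 57309 and 39561.

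The effect of dBRD9-A on peak number was smaller than the spread between replicates. Averaged over the inductions, dBRD9-A libraries had 1230 more peaks than DMSO libraries (two-sided stratified exact permutation p 0.795, adjusted p 1). The difference was 1410 peaks in GFP cells and 1051 in SMARCB1 cells, each with an exact permutation p of 0.9 for 3 against 3 libraries. The direction rested on single libraries: without GFP dBRD9-A replicate 3 the averaged difference was −1391, without SMARCB1 dBRD9-A replicate 3 it was −1581, and without SMARCB1 DMSO replicate 1 it was −648. In SMARCB1 cells it was −284 at equal depth. The difference between the effects of dBRD9-A in SMARCB1 and in GFP cells was −359 peaks (exact permutation p 0.99), so a dependence of the peak number on the combination was not detectable with these libraries. Leaving out SMARCB1 dBRD9-A replicate 2 alone made that difference 6721. The identifiers in the sample titles run on within a replicate number, and the labels do not say whether it marks a batch, so differences were also taken within each number. SMARCB1 exceeded GFP by 33052, 54864 and 50339 peaks in DMSO and by 54816, 35880 and 46483 in dBRD9-A in replicates 1, 2 and 3. The dBRD9-A difference was −10284, 10 and 14503 peaks in GFP cells and 11480, −18974 and 10647 in SMARCB1 cells.

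Overlap between lists was measured by the Jaccard index, the bases covered in both lists divided by the bases covered in either. Pairs of GFP libraries of the same treatment had a mean index of 0.545, and pairs of different treatment 0.543. Pairs of SMARCB1 libraries of the same treatment had a mean of 0.475, and pairs of different treatment 0.487. Pairs across inductions had means of 0.293 within a treatment and 0.292 between treatments, and none exceeded 0.335. Pairs of the same induction therefore exceeded pairs of different induction by 0.221 (stratified exact permutation p 0.005, adjusted p 0.0175). For treatment the same contrast was −0.0237 (exact permutation p 0.71, adjusted p 1); it lies below 0 because pairs across inductions make up more of the pairs of the same treatment. The alternative that moved the contrast for induction most was the index over merged regions, which gave 0.244. For 0 of the 12 libraries was the most similar library one of the other induction.

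**Figure D2:**
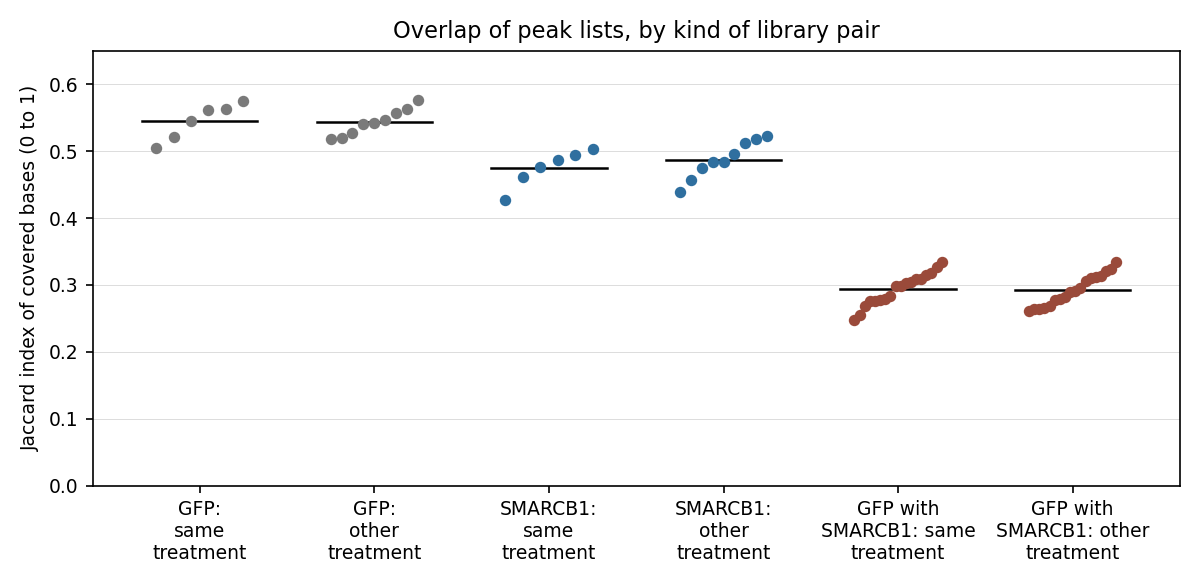
Jaccard index of covered bases (vertical axis, 0 to 1) for each pair of libraries, by whether the pair shares induction and treatment; each point is 1 pair and each line the mean of its kind. Pairs across inductions lay between 0.248 and 0.335, pairs within GFP between 0.505 and 0.576, and pairs within SMARCB1 between 0.428 and 0.523.

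Merging the peaks of all 12 lists gave 187088 regions covering 31.5 Mb. Of these, 18114 had a peak in all 12 libraries and 76709 (41.0%) in 1 library. A region was called gained or lost between 2 groups when all 3 libraries of one group and none of the 3 of the other had a peak. SMARCB1 against GFP in DMSO gave 21215 gained and 605 lost regions, so 97.2% of the changed regions were gained. In dBRD9-A the numbers were 19886 gained and 565 lost, again 97.2% gained. Without SMARCB1 dBRD9-A replicate 2, the shallowest SMARCB1 library, 30716 regions were gained in dBRD9-A. The split depended on how lists of different length were set against each other. With each list shortened to its 33428 peaks of highest −log10 p, 5585 regions were gained and 3315 lost in DMSO. The share gained was then 62.8% in DMSO and 64.4% in dBRD9-A. Lists of equal length draw the gained and lost numbers together by construction, so these shares cannot decide the split. At equal depth 11972 were gained and 961 lost in DMSO, so that 92.6% were gained, and at equal pileup at shared regions 96.6%. The number lost in DMSO in the deposited lists also varied when a library was left out and the rule rested on 2 libraries of its group: it was 1380 without GFP DMSO replicate 3, 1284 without GFP DMSO replicate 2, 1162 without SMARCB1 DMSO replicate 2 and 910 without SMARCB1 DMSO replicate 3. In dBRD9-A the number lost was 1533 without GFP dBRD9-A replicate 1, 1213 without GFP dBRD9-A replicate 2, 920 without SMARCB1 dBRD9-A replicate 1 and 958 without SMARCB1 dBRD9-A replicate 3.

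A stratified exact test over the 88398 regions with a peak in 2 to 10 libraries called 13634 regions gained and 116 lost with SMARCB1 at a Benjamini-Hochberg adjusted p of 0.0321. These were the regions present in 6 of 6 libraries of one induction and 0 of 6 of the other, the pattern that gives the smallest exact p of 0.005. At an unadjusted p under 0.05 the test gave 22919 gained and 426 lost regions. The number gained fell to 6791 at equal depth and to 3654 with lists of equal length, where 988 were lost. With the replicate number as a block, the exact test called 0 regions after adjustment, with a lowest adjusted p of 0.201. The same 13634 and 116 regions were then at 0.0313, the smallest p of the block. With presence counted only where peaks covered at least 50% of a region, 0 were called after adjustment and 15140 gained and 370 lost regions had an unadjusted p under 0.05; the lowest adjusted p was then 0.0577.

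Regions gained with SMARCB1 had lower fold enrichment within a list than regions shared by all libraries. The authors' fold value was ranked within each list, and the median percentile of regions in all 12 lists averaged 80.1 ± 5.56 (SD, n = 12 libraries). For the gained regions it was 64.9 ± 4.70 (SD, n = 6 SMARCB1 libraries), and for the lost regions 43.8 ± 6.35 (SD, n = 6 GFP libraries). Regions in all 12 lists had to be called in the shallowest libraries too, which selects strong ones. The classes were also ranked over different sets of lists, of different length. The order of the classes may therefore partly reflect this selection.

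The 5 gained regions of highest mean percentile had means from 99.35 to 99.89. Coordinates are 1-based in GRCh37, the build inferred from the lists; no gene annotation of that build was used here. The first was at chromosome 4, positions 99981347 to 99981754, with fold values between 26.6 and 35.6 over the 6 SMARCB1 libraries. The next were at chromosome 10, 123942662 to 123942983, with folds between 22.8 and 35.0, and at chromosome 5, 149757574 to 149757821, with folds between 22.9 and 30.8. The fourth, at chromosome 22, 24129357 to 24129451, was 95 bp wide with folds between 17.4 and 40.3, and its start and end were identical in all 6 libraries. This peak may be reads of the induced SMARCB1 cDNA and not open chromatin, a candidate explanation taken up under the other observations. The fifth was at chromosome 1, 204592495 to 204592908, with folds between 18.4 and 29.4. Of the lost regions, the strongest was at chromosome 3, 14393615 to 14393913, with a mean percentile of 98.1 and folds between 21.0 and 28.5 in the 6 GFP libraries. The other 4 had mean percentiles from 69.6 to 81.5. They lay at chromosome 6, 72130492 to 72130798; chromosome 12, 122300473 to 122300657; chromosome 6, 112668427 to 112668646; and chromosome 19, 11998495 to 11998711.

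**Figure D3:**
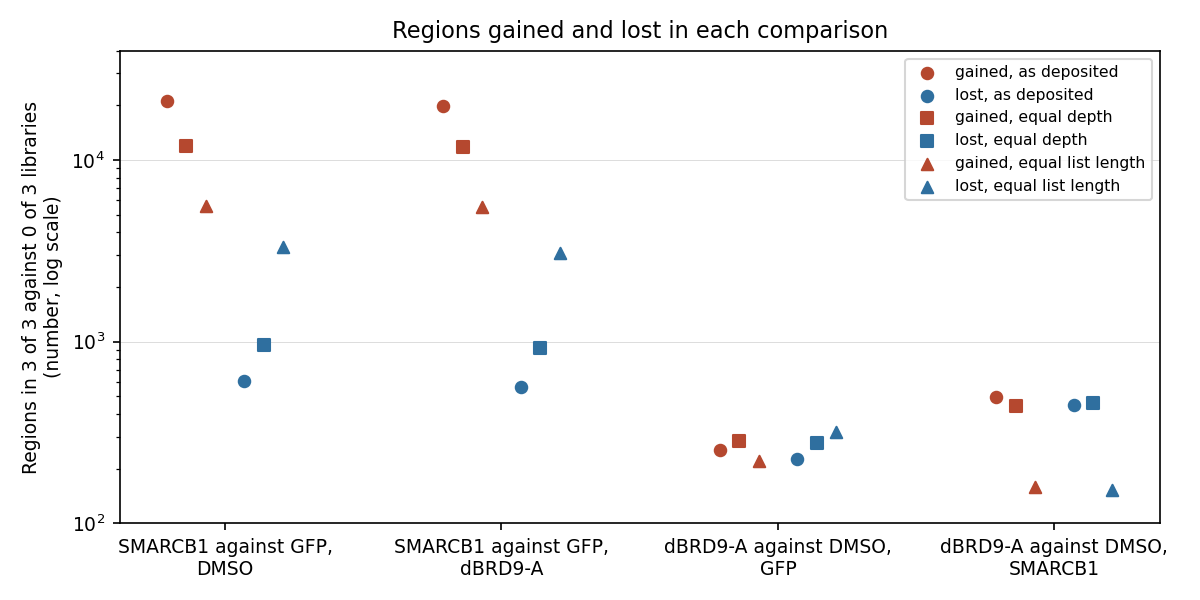
Number of regions gained (red) and lost (blue) in each comparison of 3 with 3 libraries, on a log scale, for lists as deposited (circles), thinned to equal depth (squares) and shortened to equal length (triangles). For SMARCB1 against GFP in DMSO, gained and lost regions numbered 21215 and 605 as deposited, 11972 and 961 at equal depth, and 5585 and 3315 at equal length; for dBRD9-A against DMSO none of the numbers exceeded 498.

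The comparison of dBRD9-A with DMSO gave far fewer changed regions. In GFP cells 253 were gained and 226 lost, and in SMARCB1 cells 498 were gained and 446 lost. The 479 changed regions in GFP cells were 9.11% of the 5259 regions with a peak in 3 of the 6 libraries, and the 944 in SMARCB1 cells were 6.52% of 14475; chance alone gives 10% where libraries do not differ by batch. For SMARCB1 against GFP these shares were 84.9% of 25696 in DMSO and 82.2% of 24879 in dBRD9-A. The counts for dBRD9-A varied by over 1.5 times with most of the single libraries left out, reaching 2468 gained regions in SMARCB1 cells without SMARCB1 dBRD9-A replicate 2 and 1082 in GFP cells without GFP dBRD9-A replicate 1. The stratified exact test called 0 regions after adjustment (lowest adjusted p 1). At an unadjusted p under 0.05 there were 42 gained and 15 lost regions, of which 3 and 1 were at the smallest p of 0.005. At least 8840 regions at the smallest p would have been needed for any adjusted call, so changes at fewer regions were not detectable by this test.

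The 3 gained regions of highest mean percentile in GFP cells were at chromosome 3, 136420914 to 136421003, chromosome 7, 29912390 to 29912486, and chromosome 9, 131460306 to 131460523. Their folds reached 25.7, 22.6 and 14.6 over all libraries with a peak there. On chromosomes 7 and 9 these included SMARCB1 libraries. The mean percentiles were likewise taken over all libraries with a peak. The 3 lost ones were at chromosome 14, 75919485 to 75920182, chromosome 19, 47552564 to 47552940, and chromosome 5, 74223248 to 74223512, and each had a peak in all 9 libraries outside the GFP dBRD9-A group. In SMARCB1 cells the gained regions were at chromosome 22, 31975919 to 31976109, chromosome 1, 118843582 to 118843733, and chromosome 1, 16946299 to 16946480, with summit pileups from 5 to 32 fragments. The lost ones were at chromosome 13, 103248603 to 103248733, chromosome 7, 101457459 to 101457634, and chromosome 11, 65887270 to 65887390, with summit pileups from 8 to 30 fragments. These pileups also cover all libraries with a peak. They include GFP libraries for the gained region at 16946299 and for the lost regions on chromosomes 13 and 7. None of these 12 regions stood out by an adjusted p.

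The last comparison concerned whether regions gained with SMARCB1 were also found when dBRD9-A was present. Of the 21215 regions gained in DMSO, 13634 (64.3%) were also gained in dBRD9-A, 19392 (91.4%) had a peak in at least 2 of the 3 SMARCB1 dBRD9-A libraries, and 356 (1.68%) had a peak in none of them. In the other direction, 13634 were 68.6% of the regions gained in dBRD9-A. Of the lost regions 116 were shared, and 4 regions changed in opposite directions in the 2 treatments. A share of this kind is below 100% for any further library, so the SMARCB1 DMSO libraries themselves were used as the reference. Regions were called with 1 SMARCB1 DMSO library left out, and 78.5% ± 3.18 of them had a peak in the library left out (SD, n = 3). The share in SMARCB1 dBRD9-A libraries was 79.3% ± 7.64 (SD, n = 3), with 84.1%, 70.5% and 83.3% in replicates 1, 2 and 3. The difference of −0.802 percentage points was within the spread between libraries (two-sided exact permutation p 1 over 20 arrangements). It was −5.25 points without SMARCB1 dBRD9-A replicate 2, the shallowest SMARCB1 library (exact permutation p 0.2). Its sign changed without SMARCB1 DMSO replicate 3 (1.11 points), without SMARCB1 dBRD9-A replicate 1 (1.61 points) and without SMARCB1 dBRD9-A replicate 3 (1.21 points).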

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

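The settings of equal depth, equal pileup at shared regions and a common p threshold, the share of gained regions under each list setting and the splits by replicate number were chosen after seeing the data. Over 20 results and 12 settings other than leaving out a library, 152 values were computed: 115 kept their direction and their side of the threshold or stayed within 1.5 times, 5 reversed in sign and 32 counts moved by more. The values kept include the stratified gained and lost counts for dBRD9-A. That test called no region in any setting run and was far from any adjusted call, so these counts had little room to move. The difference in peak number between SMARCB1 and GFP and the Jaccard contrast for induction kept their direction and an exact permutation p under 0.05 in each setting run for them. The replicate-block p for both was 0.0313, the smallest it allows. All 5 reversals were of differences with p of 0.9 or more, so their direction was not established in the first place.

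With peaks of −log10 q of at least 5, the difference between the dBRD9-A effects was 60.7 peaks. Gained regions for SMARCB1 against GFP were 12523 in DMSO and 11365 in dBRD9-A, and 8046 in the stratified test. For dBRD9-A, 154 were gained in GFP cells, and 275 were gained and 198 lost in SMARCB1 cells. Fewer peaks enter each list by construction. With lists of equal length, SMARCB1 against GFP gave 5585 gained and 3315 lost in DMSO, 5544 and 3063 in dBRD9-A, and 3654 and 988 in the stratified test, while dBRD9-A in SMARCB1 cells gave 159 gained and 152 lost. Equal length removed from 37741 to 63144 peaks of each SMARCB1 list and up to 16661 of a GFP list. Such trimming draws gained and lost numbers together by construction, and the cause of the larger number lost was not tested further. Peak number has no value in that setting.

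At equal depth, the dBRD9-A difference in SMARCB1 cells was −284 peaks. SMARCB1 against GFP gave 11972 gained and 961 lost in DMSO, 11740 and 923 in dBRD9-A, and 6791 gained in the stratified test. With equal pileup at shared regions that dBRD9-A difference was −694, and the other results stayed. At the common p threshold the dBRD9-A difference in SMARCB1 cells was −1071. Presence by 50% cover gave 12926 gained for SMARCB1 against GFP in dBRD9-A and 0 gained and 0 lost in the stratified test, where 15140 and 370 had an unadjusted p under 0.05. There 7725 of 89133 tested regions were at the smallest p, too few for the adjustment to pass. The rule of at least 2 of 3 libraries gave, by construction, more regions: 38868 gained and 2312 lost in DMSO and 38661 and 2379 in dBRD9-A for SMARCB1, and 1872 and 1482 in GFP cells and 4283 and 3923 in SMARCB1 cells for dBRD9-A.

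Replicate numbers were not taken to pair the libraries: over 18 same-numbered pairs from different groups, the correlation of deviations from the group means ran from −0.0472 to 0.152, and 2 exceeded 0.1. Both were between SMARCB1 DMSO and SMARCB1 dBRD9-A, where the 3 values were 0.0298, 0.105 and 0.152. The Jaccard index between these groups was 0.523, 0.483 and 0.518 for pairs numbered 1, 2 and 3, and 0.438 to 0.513 for pairs of unlike number. Between GFP DMSO and GFP dBRD9-A it was 0.527, 0.576 and 0.520, and 0.517 to 0.562 for pairs of unlike number. The labels do not say that a number marks a batch, though the identifiers in the titles run on within each number, so a batch shared by these libraries stays open. Of the 4 splits that part the numbers as the treatments do, 1 is the real one. Counting it, 3 gave at least as many changed regions as dBRD9-A against DMSO in SMARCB1 cells, and 3 in GFP cells. The real split gave 944 in SMARCB1 cells, and the others 893, 1242 and 1017. In GFP cells the real split gave 479, and the others 731, 317 and 775. With a replicate block the stratified test gave 0 gained and 0 lost regions for SMARCB1, where 13634 and 116 had an unadjusted p under 0.05, all at 0.0313, the smallest p of the block, whose adjusted value was 0.201. The retention difference with the block was 1.01 points (p 1). The block changed no other call.

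Leaving out each library in turn gave 177 values: 128 stayed, 17 reversed and 32 counts moved. Those that stayed again include the stratified counts for dBRD9-A, which had little room to move. Peak number differences for dBRD9-A ran from −1581 to 4770 averaged over inductions, −3834 to 4497 in GFP cells and −4571 to 8131 in SMARCB1 cells, and from −5981 to 6721 for the difference between them. For SMARCB1 against GFP, gained regions in dBRD9-A ran from 20282 to 30716, and lost ones from 762 to 1380 in DMSO and 765 to 1533 in dBRD9-A. For dBRD9-A, gained and lost regions ran from 410 to 1082 and 333 to 964 in GFP cells, and from 887 to 2468 and 768 to 1890 in SMARCB1 cells. A rule met by 2 instead of 3 libraries is easier to meet, which raises such counts by construction. The retention difference ran from −5.25 to 1.61 points. The stratified counts for SMARCB1 ran from 13743 to 16415 gained and 125 to 163 lost.

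The alternatives for promoter windows and motif windows were not run, as no annotation or sequence of the lists' build was used here, and the one for other sequences gives no value because the lists hold the 24 chromosomes alone. Of the region counts, thinning to equal depth moved 5 of those for SMARCB1 against GFP, and left the 4 counts for dBRD9-A in 3 against 3 libraries within 1.5 times.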

Other observations

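Tests of library depth, the p threshold, enrichment and copy number for the peak number, of depth for the excess of gained regions and for the spread within an induction, and of the chromosome 22 region were chosen after the result was seen. The tests on joined peaks, other splits, regions changed in both lines, the chromosome 3 region and depth in the chromosome pattern were written down before they were run.

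The larger number of peaks in SMARCB1 libraries was weighed against technical explanations. Depth did not account for all of it, as a difference of 25946 peaks was left at an equal background pileup and 39475 at an equal pileup at shared regions (exact permutation p 0.005 for both). The deposited difference of 45906 shrank in both, so depth may account for part; how large a part depends on the measure of depth. With one −log10 p threshold for all lists the difference was 41818 peaks. Joining peaks of a list less than 500 bp apart left a difference of 42840, which argues against the splitting of broad regions. Enrichment was not stronger in the SMARCB1 libraries. At the 18114 regions present in all 12 lists, the median ratio of summit pileup to background was 340 ± 32.0 in GFP and 230 ± 31.3 in SMARCB1 libraries (SD, n = 6 each), a difference of −111 (exact permutation p 0.005). A copy number difference is argued against by the 24 of 24 chromosomes on which gained regions outnumbered lost ones. Induction of SMARCB1 stays open as a biological hypothesis. Differences between the GFP and SMARCB1 lines other than the induced gene were not tested. Exchanged labels of the 2 inductions as a whole were not tested directly. The chromosome 22 regions described below had peaks in SMARCB1 libraries alone. They argue against such an exchange only if they are reads of the induced SMARCB1 cDNA, which stays open.

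Other splits of the libraries were run for each set of region calls. For SMARCB1 against GFP, 1 of 100 splits drawn within treatments, the real one, gave as many regions at an adjusted p under 0.05, and the other 99 gave 0. In DMSO and in dBRD9-A, 1 of the 10 splits of the 6 libraries, the real one, gave as many changed regions. The medians in the others were 398 and 423. A set of 10 splits cannot give a share under 0.05. For dBRD9-A against DMSO, 40 of 100 splits drawn within inductions gave as many regions at an unadjusted p under 0.05 as the 57 observed. In GFP cells 5 and in SMARCB1 cells 9 of the 10 splits, counting the real one, gave at least as many changed regions as the real one. The excess of gained over lost regions with SMARCB1 stood at 92.6% gained in DMSO at equal depth, which argues against depth as its whole cause.

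If dBRD9-A changed the same regions in both lines, regions gained in both or lost in both should outnumber those under other splits. There were 4 such regions and 4 that changed in opposite directions, and a share of 0.38 of the 200 arrangements gave as many. With so few regions a shared effect and its absence cannot be told apart.

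The chromosome 22 region at 24129357 to 24129451 had the same start and end in all 6 SMARCB1 libraries. Of the 12776 regions gained in 6 of 6 libraries with 1 peak per library, it was the 1 whose start and end both varied by at most 2 bp; the median summed variation was 152 bp. Within 50 kb of it lay 6 further regions with peaks in SMARCB1 libraries, and 0 of these 7 regions had a peak in a GFP library. They spanned 46.5 kb of chromosome 22, the chromosome that carries SMARCB1 in the gene table of GRCh38.p14. A candidate explanation is that these peaks are reads of the induced SMARCB1 cDNA, which would end sharply at exon borders, and that the cells lack the surrounding locus. The other 5 regions with at least 3 libraries were used as a test. A median of 5.93% of regions found in as many SMARCB1 libraries, and no GFP library, had edges as sharp, a median this low being reached by chance with a p of 0.0015 in 10000 random draws. The region at 24158955 to 24159116 went against this, with 59.1% as sharp. Regions were matched by number of libraries and not by width. The edges of a narrow region have less room to vary, so the p of the draws may partly reflect narrowness. Whether the regions match exons was not tested without an annotation of the lists' build, and opening of chromatin there stays an open alternative. These regions were chosen after their values were seen.

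The strongest lost region, on chromosome 3 at 14393615 to 14393913, had a mean fold percentile of 98.1 where the next had 81.5. Loss of a long stretch around it in the SMARCB1 line is argued against by 2 regions within 100 kb that had a peak in all 12 libraries; of the 5 regions there with a peak in all 6 GFP libraries, 1, the region itself, had none in SMARCB1 libraries. A deletion smaller than the distance between regions, and closing of the region with SMARCB1, may both explain it and were not tested further.

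The ratio of gained regions to regions present in all 12 lists differed between chromosomes. It was 0.182 on chromosome 19, 0.399 on chromosome 17 and 1.37 on chromosome 18. Gained regions numbered 251 on chromosome 19 and 330 on chromosome 18, and regions in all 12 lists 1381 and 241. Between these 2 chromosomes the ratio thus differed mostly through the regions in all 12 lists. Across the 22 autosomes and X, this ratio fell with the number of protein-coding genes per Mb (Pearson's r −0.812, Spearman's rho −0.891, permutation p of 1e-05 for each, the smallest that 100000 resamples give, and 3e-05 after adjustment over 6 relations). Without the 2 chromosomes farthest from the median gene density r was −0.837. Chromosomes are not replicates. Depth is argued against as the cause, with a rho of −0.911 at equal depth. Gained regions may lie away from genes more often than shared ones, but GC content, which goes with gene density, was not tested as no sequence of the build was used here. The ratio can also fall because shared regions follow gene density, so it does not show that gained regions avoid genes.

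Within each induction peak number went with the background pileup. Pearson's r was 0.986 in GFP libraries (n = 6, exact permutation p 0.0111, adjusted 0.0222; Spearman's rho 0.829, exact permutation p 0.0583, adjusted 0.117) and 0.834 in SMARCB1 libraries (n = 6, exact permutation p 0.0389, adjusted 0.0467; rho 0.657, exact permutation p 0.175, adjusted 0.263). Without the 2 libraries farthest from the median pileup r was 0.459 and 0.198, so the relations rest on those libraries. At equal depth r was still 0.923 in GFP libraries (n = 6, exact permutation p 0.0194, adjusted 0.0292; rho 0.600, p 0.242) and −0.0252 without the 2 farthest, and it was −0.591 in SMARCB1 libraries (n = 6, exact permutation p 0.244; rho −0.429, p 0.419). At equal depth the coefficient of variation of peak number fell from 16.9% to 6.26% in GFP libraries and from 10.9% to 7.86% in SMARCB1 libraries. The smaller spread goes with depth as a source of it, but thinning did not remove the relation in GFP libraries, so depth and other differences between replicates cannot be told apart with 6 libraries. No biological explanation was tested for it.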
